# Foxn1-β5t transcriptional axis controls CD8^+^ T-cell production in the thymus

**DOI:** 10.1038/ncomms14419

**Published:** 2017-02-08

**Authors:** Muhammad Myn Uddin, Izumi Ohigashi, Ryo Motosugi, Tomomi Nakayama, Mie Sakata, Jun Hamazaki, Yasumasa Nishito, Immanuel Rode, Keiji Tanaka, Tatsuya Takemoto, Shigeo Murata, Yousuke Takahama

## Abstract

The thymus is an organ that produces functionally competent T cells that protect us from pathogens and malignancies. Foxn1 is a transcription factor that is essential for thymus organogenesis; however, the direct target for Foxn1 to actuate thymic T-cell production is unknown. Here we show that a Foxn1-binding cis-regulatory element promotes the transcription of β5t, which has an essential role in cortical thymic epithelial cells to induce positive selection of functionally competent CD8^+^ T cells. A point mutation in this genome element results in a defect in β5t expression and CD8^+^ T-cell production in mice. The results reveal a Foxn1-β5t transcriptional axis that governs CD8^+^ T-cell production in the thymus.

## Abstract (web summary)

Foxn1 is involved in thymic epithelial cell (TEC) and CD8^+^ T cell development. Here the authors show this development requires Foxn1 binding proximal to, and inducing transcription of, the gene encoding β5t in cortical TECs.

CD8^+^ T cells have a central role in immune defense against viral infection, intracellular pathogens, and malignant tumours^1^,^2^,^3^. CD8^+^ T cells are chiefly generated in the thymus through the process of positive selection^4^,^5^. Positive selection of functionally competent CD8^+^ T cells is dependent on TCR engagement of immature thymocytes with self-peptides produced by the thymoproteasome, a thymus-specific form of the proteasome^6^,^7^,^8^,^9^,^10^. The thymoproteasome is specifically expressed in cortical thymic epithelial cells (cTECs) because its unique catalytic subunit β5t or Psmb11 is exclusively transcribed in cTECs^11^,^12^,^13^,^14^. However, how β5t is expressed specifically in cTECs is poorly understood. Previous studies showed that when the entire coding sequence of β5t in mouse genome is replaced with foreign sequences, including sequences encoding Venus fluorescence protein and Cre recombinase, the mouse retains cTEC-specific expression of Venus and Cre, respectively^6^,^12^,^13^, suggesting that the genomic element that instructs the cTEC-specific expression of β5t is located mainly outside the β5t-coding sequence. Importantly, β5t expression in the embryonic thymus primordium is not detectable in Foxn1-deficient *nude* mice^11^,^14^. Foxn1 is a transcription factor that governs the development of TECs, and thymus organogenesis is prematurely arrested in Foxn1-deficient mice and humans^15^,^16^. However, whether Foxn1 directly controls the transcription of β5t or indirectly affects β5t by regulating molecules that are crucial for upstream TEC development has not been clarified.

Indeed, no direct targets of Foxn1 in its transcriptional regulation of gene expression have been identified in TECs, despite the importance of Foxn1 in TEC development. Like β5t, many molecules, including DLL4, CCL25 and PD-L1, expressed in TECs have markedly reduced expression in Foxn1-deficient mouse thymus^17^,^18^,^19^,^20^. However, it is not established whether Foxn1 directly or indirectly affects the expression of any of those TEC-associated genes, including functionally relevant genes in the thymus.

Here we report the identification of a highly conserved Foxn1-binding sequence that is located proximal to the β5t-coding sequence in the genome. *In vitro* experiments show that Foxn1 protein binds to this sequence and promotes proximal gene transcription. *In vivo* experiments in mouse show that this cis-regulatory element is indeed essential for the optimal expression of β5t in cTECs and the optimal production of CD8^+^ T cells. Our results reveal a Foxn1-binding cis-regulatory element that is functionally relevant for the thymus to produce T cells.

## Results

### Foxn1-binding motifs adjacent to β5t-coding sequence

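In the mouse genome assembly GRCm38, Psmb11, the gene of β5t, is annotated on chromosome 14 from 54625310 to 54629556, a span of 4247 bp. Psmb5, the gene of β5, lies on 1 side from 54614120 to 54617995, and Cdh24 on the other from 54631231 to 54642067. Between the end of Psmb5 and the start of Cdh24 there are 13235 bp, and Psmb11 is the only gene annotated wholly within them. Psmb11 starts 7314 bp after Psmb5 and ends 1674 bp before Cdh24. The annotation used gives the outer ends of each gene only, so exons and strands are not shown. Expression of the neighbours was measured on 2 arrays that compared fetal thymic stromal cells in reaggregation thymus organ culture with the same cells in flat dish culture. Psmb5 was well above background in both cultures on both arrays, with a log2 ratio of 0.07 for stroma of E14.5 fetuses and of -0.28 for stroma of E15.5 fetuses. Its mean of -0.10 ± 0.25 (SD, n = 2 arrays) was not distinguishable from 0 (SE 0.26, adjusted p = 0.785 from limma), and its sign changed to 0.07 when the arrays were centred on their medians. Cdh24 was not well above background in flat dish culture on either array and was so in organ culture on 1 array, which gives no usable ratio.

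**Figure D1:**
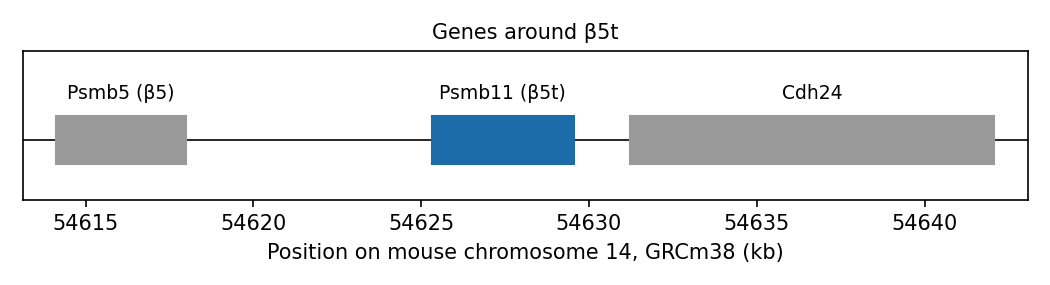
Map of the genes around β5t on mouse chromosome 14, drawn to scale, with the position in GRCm38 in kb on the horizontal axis. Boxes span each gene from its annotated start to its end, and Psmb11 lies between Psmb5 and Cdh24.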

β5t-encoding gene in the mouse genome is encoded by a single exon located within the 14-kb region between β5-encoding and Cdh24-encoding genes in chromosome 14 (ref. 6) (Fig. 1a). Within this 14-kb region, we searched for the 11-bp Foxn1-binding consensus motif, a a/g n g A C G C t a/t t, in which the middle tetranucleotide in large letters represented the invariant core motif^21^. Although there were no sites that perfectly matched this 11-bp consensus motif, we detected 18 sites that contained the 4-bp core motif (Fig. 1a,b). Among those 18 sites, site #13 located 80-bp upstream of *β5t* transcription initiation site best matched (2-bp mismatched) the 11-bp consensus motif (Fig. 1b). Among the four sites with second-best matched (3-bp mismatched) sequence, site #8 located 2.4-kb upstream of *β5t* transcription initiation site contained the longest (7-bp) region identical with the 11-bp consensus motif (Fig. 1b). The order and orientation of the neighbouring β5-, β5t-, and Cdh24-encoding genes were conserved in the genomes of various mammalian species, including human, chimpanzee, dog, rat, bat, elephant and horse (NCBI public database). Site #13 was well conserved among those species, whereas site #8 appeared less conserved (Supplementary Table 1).

### Foxn1 can bind to a site proximal to β5t-coding sequence

We examined whether Foxn1 could actually bind to the candidate sites. To do so, we co-transfected HEK293T cells with a plasmid that expressed Foxn1 and a plasmid that contained a mouse genomic region proximal to β5t-encoding gene (Fig. 1c,d). Foxn1 protein was immunoprecipitated from the lysates of transfected cells, and co-precipitated DNA fragments were PCR-amplified for those candidate sites. We detected Foxn1-dependent immunprecipitation and PCR amplification for site #13 and not the other sites including site #8 (Fig. 1d). The co-precipitation reflected specific binding to the *β5t*-proximal 3-kb genomic sequence because no signals were detected when the transfected plasmid did not contain this 3-kb fragment (Fig. 1e,f). A point mutation in the core sequence of site #13, which destroyed the capability of binding to Foxn1 protein^21^, severely diminished the Foxn1-immunoprecipitated signals, whereas an equivalent mutation in the core sequence of site #8 did not affect the signals (Fig. 1e,f). These results indicate that Foxn1 protein can specifically bind to site #13 that is proximally located 80-bp upstream of *β5t* transcription initiation site.

### Foxn1 can enhance transcription via β5t-proximal cis-element

We next examined whether Foxn1 binding to site #13 might indeed affect the transcription of proximal β5t-encoding gene. Towards this goal, we co-transfected HEK293T cells with a plasmid that co-expressed Foxn1 protein and tdTomato red fluorescence protein and a plasmid that contained the EGFP green fluorescence protein reporter sequence attached to the herpes simplex virus thymidine kinase gene promoter (HSV-tk) and a variety of the mouse genomic sequence 5′ to the β5t-encoding exon (Fig. 2a). In this reporter assay, the HSV-tk promoter was a weak promoter relative to the cytomegalovirus immediate early gene promoter (CMV-EGFP)^22^ (Supplementary Fig. 1) and thus was useful for the sensitive detection of transcriptional regulation mediated by a transfected molecule, such as Foxn1. Upon the plasmid transfection, we measured EGFP fluorescence reporter signals in tdTomato-expressing cells that did or did not co-express transduced Foxn1, in order to detect transcriptional regulation mediated by Foxn1 and cis-regulatory elements. We detected a Foxn1-dependent elevation of HSV-tk-driven EGFP reporter expression when the reporter plasmid contained the 3-kb genomic fragment (Fig. 2b and Supplementary Fig. 2a). The Foxn1-dependent elevation of the reporter expression was markedly abrogated by introducing a point mutation in the core sequence of site #13, which destroyed the Foxn1-binding capability (Fig. 1f), but not by introducing an equivalent mutation in site #8 (Fig. 2b). Foxn1 could elevate the HSV-tk-driven EGFP reporter expression when the reporter plasmid contained the 1-kb mouse genomic fragment, which contained site #13, but could not do so when the reporter plasmid contained no genomic fragment (Fig. 2b). A point mutation in the core sequence of site #13 in the 1-kb genomic fragment was sufficient to abrogate the Foxn1-dependent elevation of the reporter expression (Fig. 2b). The mutant Foxn1 protein that lacked a DNA-binding domain^21^ (Fig. 2c) failed to elevate the reporter expression (Fig. 2d), reconfirming that the specific binding of Foxn1 protein to site #13 is responsible for the elevation of the reporter expression. These results indicate that Foxn1 binding to site #13 can elevate the transcription of a proximal reporter gene.

To further characterize Foxn1-dependent cis-regulatory elements, we generated a series of luciferase reporter constructs that contained the mouse *β5t* 5′ genomic region and measured luciferase activity of cells expressing each construct in response to Foxn1 expression. Foxn1-mediated transcriptional activity was readily detectable with constructs that contained 5′-upstream to nucleotide position from −1 to −503, and its magnitude was comparable to that of construct containing longer sequences (Fig. 2e), suggesting that the 503-bp *β5t*-upstream sequence containing sites #11, #12 and #13 is sufficient for the Foxn1-dependent promoter activity. We then deleted these three sites from the 503-bp region and examined luciferase activity. We found that the deletion of site #13 most profoundly decreased the Foxn1-dependent promoter activity (Fig. 2f). The deletion of site #12 less severely affected the activity, whereas the deletion of site #11 showed no significant effect on the promoter activity (Fig. 2f). These results reconfirm that site #13 is a potent cis-regulatory element for Foxn1-mediated reporter transcription, and further suggest the additional roles of other sites, including site #12.

### Induced mutation in proximal Foxn1-binding site in mouse

Our results suggested the possibility that the binding of Foxn1 to the #13 cis-regulatory site would contribute to the expression of β5t in cTECs. Indeed, *in vivo* chromatin immunoprecipitation analysis showed Foxn1 binding to site #13 in the thymus but not the liver from fetal mice (Fig. 3a). Foxn1 binding to site #13 was readily detectable in isolated cTECs but not isolated medullary TECs (mTECs) (Fig. 3b). That Foxn1 binding to site #8 and site #18 was almost undetectable demonstrated the specificity of *in vivo* Foxn1 binding to site #13 (Fig. 3a,b). The detection of *in vivo* Foxn1 binding to site #13 specifically in cTECs but not mTECs, in which Foxn1 is expressed^23^,^24^, suggests the contribution of epigenetic mechanisms that allow *in vivo* Foxn1 binding to site #13 in cTECs but limit it in mTECs. In this regard, it is interesting to note that the expression levels of *Foxn1* and *β5t* in freshly isolated cTECs are well correlated under different cell culture conditions (Fig. 3c). 

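Gene expression in reaggregation thymus organ culture (RTOC) was compared with that in flat dish culture (2D culture) on 2 whole-genome mouse arrays, each of which measured both cultures together in 2 dyes. In RTOC the dispersed stromal cells are set in a small volume on a membrane, so that they pack together again, and in 2D culture they spread over the bottom of a dish. The cells of 1 array came from C57BL/6 fetal thymus lobes of embryonic stage E14.5 and those of the other from E15.5. The lobes were first kept in organ culture with 1.35 mM deoxyguanosine, a treatment used to deplete haematopoietic cells, for 7 to 9 days by the paper's methods and for 8 days (E14.5) and 9 days (E15.5) by the sample labels. RNA was taken 72 h after the dispersed cells were plated. The labels name TRIzol for the extraction, whereas the methods name a column kit, and the scanner recorded in the files differs from that in the methods. The paper's sentence on Fig. 3c speaks of freshly isolated cTECs, whereas its methods and the sample labels describe thymic stromal cells for these cultures, and the methods on the cultures name no sorting step.
On both arrays the RNA of 2D culture carried Cy3 and that of RTOC carried Cy5. Neither array has the dyes swapped, so a preference of a probe for 1 dye cannot be separated from the culture. Both arrays were on 1 slide and in 1 scan. They were independent experiments and were taken as 2 replicates of the ratio of RTOC over 2D culture, a number that limits the precision of every value. An exact two-sided sign-flip test over 2 arrays cannot give a p below 0.5.
The authors deposited the output of Feature Extraction, in which the processed signal of a spot is an intensity after background subtraction and dye normalization within the array. Each array has 43379 spots other than controls, for 41174 probes. On the E14.5 array, 53.1% of the probes were well above background in 2D culture and 56.3% in RTOC, and on the E15.5 array 53.5% and 60.9%. The processed signals were quantile normalized over the 4 channels, the step named in the methods, after control spots and the 5 (E14.5) and 1 (E15.5) spots marked as outliers were left out. A probe was tested where at least 1 channel was well above background on each array, which left 23685 probes. Its log2 ratio was tested against 0 with limma, which takes the spread of a probe partly from the spread of all probes, with Benjamini-Hochberg adjustment. Processed signals carry no offset, so ratios of dim probes are larger here than after a background correction that adds one.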

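Psmb11, the gene of β5t, is on the array under the older name 5830406J20Rik with 2 probes. The brighter probe had a log2 ratio of RTOC over 2D culture of 4.05 on the E14.5 array and 3.76 on the E15.5 array. The mean was 3.90 ± 0.21 (SD, n = 2 arrays), or 15.0-fold (SE 0.26, adjusted p = 0.00161 from limma). The other probe gave 4.41 ± 0.09 (SD, n = 2 arrays), so the probes of the gene changed in the same direction. This probe is dimmer, and its size depends more on the treatment of the background, with 2.93 after normexp background correction and loess normalization within each array. Foxn1 has 1 probe, with a log2 ratio of 2.68 for E14.5 and 2.63 for E15.5. Its mean was 2.65 ± 0.03 (SD, n = 2 arrays), or 6.30-fold (SE 0.25, adjusted p = 0.00261 from limma). These probes were well above background in both cultures on both arrays, so RNA of both genes was also measured in 2D culture. For each gene the difference between RTOC and 2D culture was larger than the spread between the arrays.
With that correction and normalization the ratio of Foxn1 moved to 1.95 and that of Psmb11 to 3.72, both still past the adjusted threshold. Without the filter on dim probes neither gene passed it, each at an adjusted p of 0.117 from limma. Over the alternatives tried, the adjusted p ranged from 0.000262 to 0.130 for Psmb11 and from 0.00072 to 0.146 for Foxn1, the upper ends coming from the methods' t-test after Benjamini-Hochberg adjustment. From Fig. 3c the paper notes that Foxn1 and β5t are correlated under different culture conditions, and brings this up beside the binding of Foxn1 to site #13 in cTECs.

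**Figure D2:**
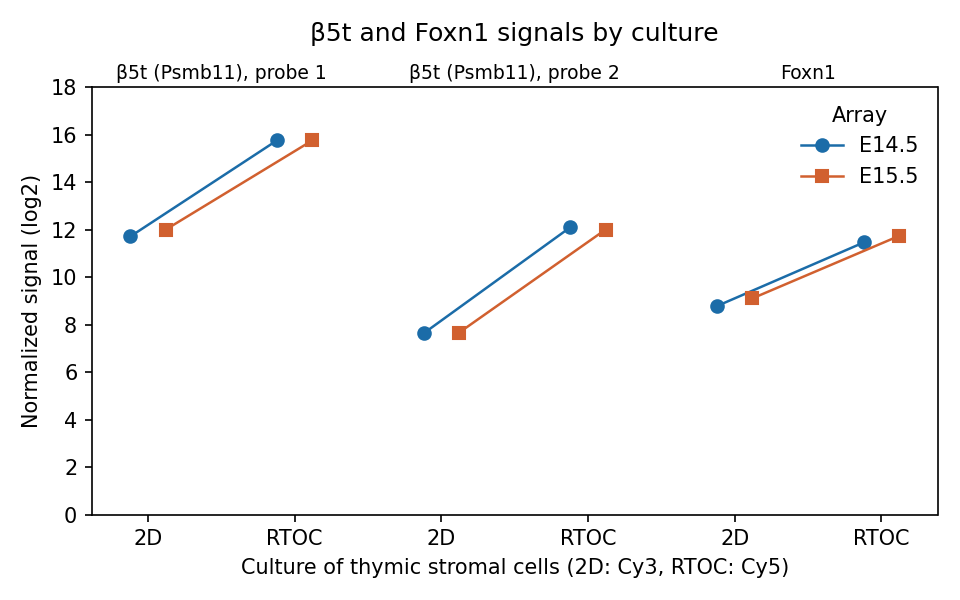
Quantile-normalized signal (log2, vertical axis) of the 2 Psmb11 probes and the Foxn1 probe in 2D culture (Cy3) and RTOC (Cy5), with 1 point per channel and a line joining the 2 channels of an array. Every line rises from 2D culture to RTOC, from 8.79 to 11.47 for Foxn1 on the E14.5 array and from 9.11 to 11.74 on the E15.5 array, and levels of different probes cannot be compared with each other.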

When cTECs from the thymus lobes were dispersed, *β5t* messenger RNA (mRNA) expression in cTECs was quickly lost within 12 h (Supplementary Fig. 3a). *β5t* mRNA expression remained low in two-dimensional (2D) flat dish culture for up to 72 h but partially recovered in reaggregation thymus organ culture (RTOC) after 48 h (Supplementary Fig. 3a). 

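On the 2 arrays that compared RTOC with 2D culture, Hey1 had a log2 ratio of 6.10 in the E14.5 experiment and 5.42 in the E15.5 experiment, with a mean of 5.76 ± 0.48 (SD, n = 2 arrays), or 54.2-fold (SE 0.29, adjusted p = 0.00161 from limma). Spatial, now named Tbata and on the array as 1700021K02Rik, has 2 probes. The brighter probe was at 4.26 and 4.32, with a mean of 4.29 ± 0.04 (SD, n = 2 arrays), or 19.5-fold (SE 0.25, adjusted p = 0.00161 from limma), and the other probe was lower, at 3.18 ± 0.01 (SD, n = 2 arrays) and at 2.16 after normexp correction and loess. All 3 probes were well above background in both cultures on both arrays. Neither Hey1 nor Tbata passed the adjusted threshold without the filter on dim probes (adjusted p = 0.117 from limma). Over the alternatives tried, the adjusted p ranged from 0.000199 to 0.152 for Hey1 and from 0.000234 to 0.137 for Tbata.
With 1 probe kept per gene, the brightest, 13505 named genes could be ranked. On both arrays at once, 6 other genes were raised at least as much as Hey1, 36 as Tbata, 65 as Psmb11 and 304 as Foxn1. Many of these ratios rest on a 2D channel that was not well above background, and only 2, 21, 36 and 152 of the genes, in the same order, were well above background in both channels of both arrays. After normexp correction and loess, 1, 13, 14 and 165 other genes were at or above Hey1, Tbata, Psmb11 and Foxn1. Among 397 genes of 32 families of transcription factors, fixed before the data were examined and with Tbata counted as a family of its own, 13 besides Foxn1 were raised at least as much as Foxn1 on both arrays, Hey1 and Tbata among them. Only 5 of the 13 were well above background in both channels of both arrays, among them Hey1, Klf15, Tbata and Trp63, of which Trp63 falls outside the rule for named genes and was singled out after its value was seen. Hey1, Sox7, Klf15 and Tbata were among the 5 highest by mean log2 ratio. Sox7 was not well above background in 2D culture and was at least 2.49-fold higher in RTOC. Klf15 had a mean log2 ratio of 4.52 ± 0.72 (SD, n = 2 arrays). Of the 397 genes, 156 passed the adjusted limma threshold over all probes, 87 higher and 69 lower in RTOC, and 167 when adjusted over the list alone.

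**Figure D3:**
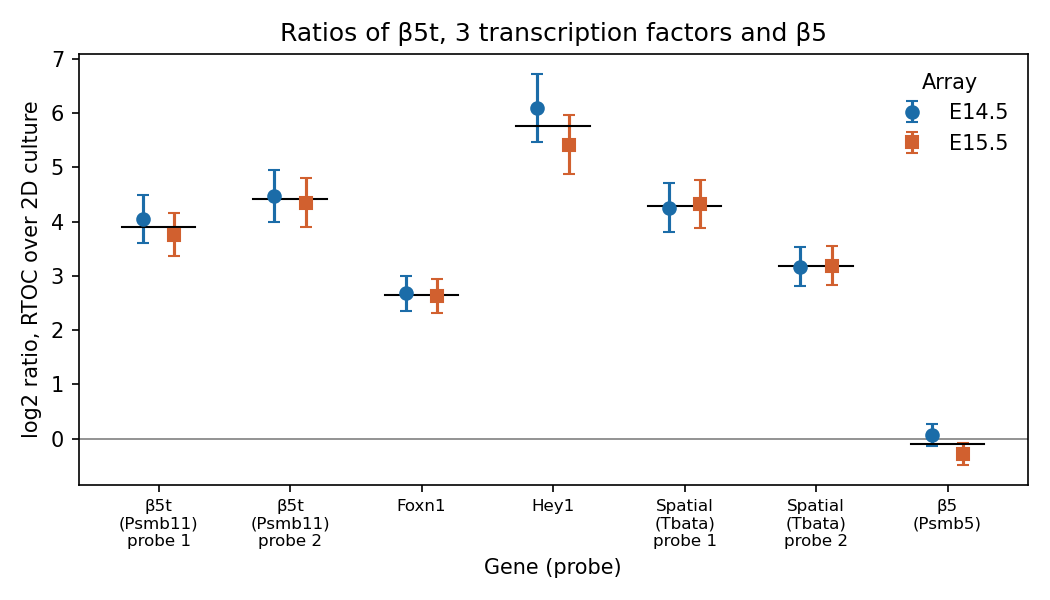
Log2 ratio of RTOC over 2D culture (vertical axis) by probe (horizontal axis) on the E14.5 array (circles) and the E15.5 array (squares), with bars for the error that Feature Extraction gives the ratio of a single array and a black line for the mean. The probes of β5t, Foxn1, Hey1 and Spatial lie between 2.63 and 6.10, whereas that of β5 lies at 0.07 and -0.28.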

Microarray analysis of embryonic thymic stromal cells cultured in either 2D flat dish culture or RTOC for 72 h revealed that three transcription factors, *Foxn1*, *Hey1* and *Spatial*, behaved similarly to *β5t* in these culture conditions (Fig. 3c, Supplementary Fig. 3b), which was confirmed by the quantitative mRNA analysis (Supplementary Fig. 3c). Among these three transcription factors, *Foxn1* but not *Hey1* or *Spatial* promoted the reporter expression in HEK293T cells through the *β5t* 5′ genomic region (Fig. 3d). These results reinforce the possibility that Foxn1 directly activates *β5t* expression in cTECs.

To directly examine whether Foxn1 binding to site #13 is functionally relevant *in vivo*, we introduced a point mutation into the site #13 sequence in the mouse genome and examined the phenotypes of those mutant mice. An improved CRISPR/Cas9-mediated genome editing technology^25^ was used to introduce the point mutation in the mouse genome. Three independent alleles of mutant mouse strains generated in this study identically contained the intended point mutation in site #13 (Fig. 3e), at the functionally relevant nucleotide in Foxn1-binding and Foxn1-dependent reporter transcription (Figs 1f and 2b). Chromatin immunoprecipitation analysis of cTECs isolated from site #13 homozygous mutant mice showed that Foxn1 binding to site #13 in cTECs *in vivo* was significantly (*P*<0.01; Student's *t*-test) reduced by the introduced mutation in the genome (Fig. 3f). The non-specific cleavage of the off-target sequence is a possible risk of the CRISPR/Cas9-mediated genome editing. The cleavage efficiency is dependent on the number, position and distribution of mismatches^26^. We examined fifteen off-target genomic sequences that exhibited the highest homology to the RNA-guide sequence and the highest scores of the off-target likeliness, and found that all of them remained intact without mutations in all of the three mutant alleles (Supplementary Fig. 4), suggesting that the genome editing carried out in this study introduced no apparent off-target mutations in the mouse genome. The following phenotypes of the mutant mice reported in this study were reproduced in all the three independent alleles.

### Diminished β5t expression in cTECs in mutant mice

Mice carrying either heterozygous or homozygous alleles for the site #13 mutation were born and fertile. No apparent abnormality in macroscopic appearance was noted. The thymus contained unaffected corticomedullary architectures and their weights were normal (Fig. 4a). Immunofluorescence analysis of the thymic sections and flow cytometric analysis of liberase-digested thymic cells showed that the cellularity of cTECs and mTECs in those mutant animals was undisturbed (Fig. 4b). Importantly, however, cTECs from mice carrying the homozygous mutation at site #13 had markedly reduced β5t expression (Fig. 4c). Flow cytometric analysis of isolated cTECs showed that the β5t expression was reduced significantly (*P*<0.001; Student's *t*-test) and appeared homogeneous in the homozygous cTECs, whereas the β5t expression was reduced but still significantly (*P*<0.001; Student's *t*-test) detectable when compared with the background signals detected in *β5t*-deficient cTECs (Fig. 5a). The expression levels of MHC class I and class II molecules in cTECs and mTECs were not reduced in those mutant mice (Fig. 5b,c). In contrast, β5t expression in cTECs of heterozygous mutant mice appeared unaffected (Fig. 5a). The amount of *β5t* mRNA detectable in isolated cTECs was well correlated with the amount of β5t proteins (Fig. 5d), suggesting that the reduction in β5t expression is due to reduced *β5t* transcription caused by the mutation in site #13. These results indicate that homozygous mutation in site #13 markedly diminishes β5t expression in cTECs *in vivo*.

### Defective CD8^+^ T-cell generation in mutant mice

We finally examined whether and how the site #13 mutation would affect T-cell development in the thymus. The numbers of total thymocytes and CD4^−^CD8^−^TCR^low^, CD4^+^CD8^+^TCR^low^ and CD4^+^CD8^−^TCR^high^ thymocytes were not affected in heterozygous and homozygous site #13 mutant mice (Fig. 6a). However, the cellularity of CD4^−^CD8^+^TCR^high^ thymocytes was significantly (*P*<0.05; Student's *t*-test) reduced in homozygous but not heterozygous mutant mice (Fig. 6a). The reduction in the number of CD4^−^CD8^+^TCR^high^ thymocytes in homozygous mutants was significant but less prominent than that in *β5t*-deficient mice (Fig. 6a). An essentially similar reduction in the number of CD4^−^CD8^+^ T cells was observed in the spleen of homozygous mutant mice (Fig. 6b). These results indicate that homozygous mutation in site #13 significantly diminishes the generation of CD8^+^ T cells in the thymus.

A recent report described that CD4^+^CD8^+^ thymocytes could be divided into three subpopulations on the basis of TCRβ and CD5 expression levels; TCRβ^low^ CD5^low^ DP1 thymocytes are enriched with pre-selection thymocytes; TCRβ^intermediate^ CD5^high^ DP2 thymocytes are enriched with recently TCR-engaged thymocytes and contain both MHC class I- and MHC class II-restricted thymocytes; and TCRβ^high^ CD5^intermediate^ DP3 thymocytes are enriched with MHC class I-engaged positively selected thymocytes that give rise to CD4^−^CD8^+^TCR^high^ thymocytes^27^. We detected a significant (*P*<0.05; Student's *t*-test) reduction in DP3 thymocytes in homozygous mutant mice compared with heterozygous mutant mice, whereas the reduction in DP3 thymocytes was less severe than that in β5t-deficient mice (Supplementary Fig. 5). These results suggest that the homozygous mutation in site #13 disturbs positive selection of MHC class I-restricted CD4^−^CD8^+^ thymocytes.

## Discussion

The thymoproteasome component β5t has a pivotal role in the generation of functionally competent CD8^+^ T cells and is uniquely expressed in the thymus. However, how the thymus-specific β5t expression is regulated was unknown. The present results show that the mouse genomic sequence termed site #13, located 80-bp upstream of β5t transcription initiation site in chromosome 14, is well conserved in the genomes of various mammalian species and functions as a Fonx1-dependent cis-regulatory element in the transcriptional promotion of β5t gene expression. CRISPR/Cas9-mediated editing of mouse genome reveals that a point mutation in site #13 reduces β5t expression in cTECs and diminishes the cellularity of CD8^+^ T cells generated *in vivo*. Our chromatin immunoprecipitation analysis reconfirms the *in vivo* binding of Foxn1 to site #13 in cTECs and the reduction in the binding by the point mutation in site #13. Altogether, these results reveal a Foxn1-binding cis-regulatory element that has a pivotal role in thymic epithelial cell dependent positive selection of CD8^+^ T cells. It has been suggested that Foxn1 regulates the expression of several genes, including DLL4, CCL25 and PD-L1 (refs 17, 18, 19, 20), as well as β5t (refs 11, 14), based on the reduced expression of those genes in the embryonic thymus primordium of Foxn1-deficient mice. In contrast, the present results unveil a cis-regulatory element that Foxn1 directly acts on to promote the transcription of a functionally relevant gene in TECs. Our results establish that Foxn1 directly enhances the transcription of β5t, thereby directly controlling the thymus-dependent production of CD8^+^ T cells.

Interestingly, β5t is abundantly expressed in cTECs, but is not detectable in other cells including skin epithelial cells^11^,^12^,^13^, in which Foxn1 is expressed and important for hair follicle development^28^,^29^. It is, therefore, reasonable to assume that Foxn1 does not always induce β5t expression regardless of cellular context. Instead, the expression of β5t may require an unknown cellular context that is unique in cTECs, in addition to the expression of Foxn1. In this regard, it is interesting to note that β5t is not detectable in the majority of mTECs, even though it is abundant in cTECs^11^,^12^,^13^. Unlike β5t, however, Foxn1 is readily detectable in most mTECs and cTECs, and the development of mTECs as well as of cTECs is dependent on Foxn1 (refs 23, 24, 30, 31). The disparity in expression between β5t and Foxn1 in mTECs further supports the possibility that β5t expression is additionally regulated by mechanisms other than the Foxn1-mediated transcriptional promotion. β5t is expressed in bipotent TEC progenitors that give rise to cTECs and mTECs and the vast majority of mTECs are derived from β5t-expressing progenitor cells^12^,^13^,^32^. It is, therefore, possible that the additional mechanism regulating β5t expression may involve termination specifically in mTECs and/or maintenance specifically in cTECs. Alternatively, it is also possible that the difference in Foxn1 expression levels in cTECs and mTECs may account for the difference in β5t expression in those cells, because higher expression levels of Foxn1 are detectable in cTECs than mTECs^23^,^24^,^33^ (our unpublished results). In this context, it is interesting to note that our *in vivo* chromatin immunoprecipitation results demonstrated that Foxn1 binding to site #13 was clearly detectable in cTECs but not mTECs, suggesting that mTEC-specific epigenetic modification of the β5t-encoding genomic region may limit access of Foxn1 to site #13 in mTECs.

A recent report described that Foxn1 binds to many sites in the mouse genome, including the sites proximal to β5t gene, and that Foxn1 is capable of regulating β5t transcription in the *in vitro* reporter assay^34^. The present results unveil a cis-regulatory element that Foxn1 directly acts on to promote β5t transcription in cTECs *in vivo*. We would like to reiterate that the direct target of Foxn1 in controlling the transcription of a functionally relevant gene in TECs *in vivo* has been revealed in this study.

Finally, our results showing that β5t expression in cTECs of site #13 homozygous mutant mice was ∼50% of the normal expression levels in cTECs of control mice was in concordance with the reduction in the number of CD4^−^CD8^+^TCR^high^ thymocytes to ∼50% of normal cellularity in control mice. On the other hand, no significant reduction in β5t expression or CD4^−^CD8^+^TCR^high^ thymocyte cellularity was detectable in site #13 heterozygous mutant mice. These results suggest that the cellularity of CD4^−^CD8^+^ thymocytes positively selected in the thymus is determined by the availability of β5t-dependent peptide-MHC complexes expressed by cTECs, a possibility that further suggests that the availability or avidity, in addition to the affinity, of peptide-MHC complexes contributes to inducing β5t-dependent positive selection of CD8^+^ T cells in the thymus. The novel Foxn1-β5t transcriptional axis presented in this study is expected to provide the basis for better understanding and future manipulation of the thymus-dependent generation and regeneration of functionally competent T cells.

## Methods

### Genome sequencing and analysis

Genome DNA was PCR-amplified and sequenced by using Big Dye Terminator V3.1 cycle sequencing kit (Applied Biosystems), and analysed by Genetic Analyser 3500 (Applied Biosystems). Genome sequences registered in the NCBI public database were analysed using Genetyx and mVista^35^,^36^.

### Constructs and transfection

Full-length Foxn1 complementary DNA was PCR-amplified from C57BL/6 mouse cTECs by PrimeSTAR DNA polymerase (Takara) and cloned into pCR-blunt vector (Invitrogen) and into CMV-promoter-driven bicistronic ires-tdTomato-containing plasmid. Genomic fragments PCR-amplified from C57BL/6 mouse genomic DNA were cloned into HSV-tk-vector-driven EGFP reporter plasmid. Point mutations in the reporter plasmids were introduced with a PrimeSTAR mutagenesis basal kit (Takara). HEK293T cells were cultured in Dulbecco's modified eagle medium supplied with 10% fetal bovine serum and 100 U ml^−1^ penicillin streptomycin at 37 °C and 5% CO_2_. Cells were transfected using X-tremeGENE nine DNA transfection reagent (Roche).

### DNA and chromatin immunoprecipitation

Transfected cells or liberase-digested tissues isolated from E14.5 C57BL/6 mice were fixed in 1% formaldehyde for 10 min, neutralized with 125 mM glycine, and lysed with lysis buffer (1% NP-40, 1% Triton-X, 50 mM Tris-HCl, pH 8.0, 10 mM EDTA) supplemented with the protease inhibitor cocktail (Sigma) for 20 min. Lysates were sonicated at 30% amplitude for five cycles (strong amplitude) or 20% amplitude for three cycles (mild amplitude) of 20 s on and 60 s off (Branson Sonifier). DNA was pre-cleared with 50% protein G-Sepharose (GE Healthcare) in salmon sperm DNA (Sigma). DNA–protein complex was immunoprecipitated with 2 μg of goat anti-Foxn1 polyclonal antibody (G-20, Santa Cruz) or control goat polyclonal IgG (Abcam), heated at 65 °C for 4 h, and treated with proteinase and RNase. Immunopreciptated DNA was ethanol-extracted and quantitated by quantitative PCR.

### Chromatin immunoprecipitation in thymic epithelial cells

Formaldehyde-fixed cTECs and mTECs isolated from 2-week-old mice were lysed with RIPA buffer (0.1% SDS, 1% Triton X-100, 0.1% Na-DOC, 10 mM Tris-HCl, pH8.0, 1 mM EDTA, 140 mM NaCl) containing protease inhibitor cocktail. Lysates were sonicated in a Covaris S220 (Covaris). Immunoprecipitation was performed as previously described^37^. Briefly, DNA–protein complex was immunoprecipitated with 2 μg of mouse anti-Foxn1 monoclonal antibody^24^, or control mouse IgG, coupled to Dynabeads protein G (Veritas). DNA–protein complex was heated at 65 °C for 12 h. Immunoprecipitated DNA was purified with a Qiaquick PCR Purification Kit (Qiagen) and quantitated by quantitative nested PCR.

### Culture of thymic stromal cells

To obtain thymic stromal cells, thymic lobes from E14.5 or E15.5 C57BL/6 mouse fetuses were cultured in the presence of 1.35 mM deoxyguanosine for 7 to 9 days and then enzymatically dispersed with 0.125% trypsin for 30 min at 37 °C, as previously described^38^. For RTOC, 10^6^ thymic stromal cells were resuspended in 10 μl of culture medium (RPMI1640, 10% fetal bovine serum, 100 U ml^−1^ penicillin, and 100 μg ml^−1^ streptomycin) and placed on Nuclepore Track-Etch Membrane (Whatman). For 2D culture, 10^6^ thymic stromal cells were plated onto a 35-mm culture dish. Cell cultures were incubated at 37 °C in 5% CO_2_.

### *In vitro* transcription reporter assay

Forty-eight hours after the transfection, cells were analysed for the expression of fluorescence proteins using FACSVerse (BD Biosciences). For luciferase reporter assay, transcriptional activity was measured using a dual luciferase reporter system (Promega). Genomic fragments were subcloned into pGL4.20 firefly luciferase vector and co-transfected into HEK293T cells along with pGL4.74 Renilla luciferase vector and a plasmid encoding a transcription factor using PEI MAX (Polysciences). Luciferase activity was measured according to the manufacturer's instructions (Promega).

### Immunoblot analysis

Cell lysates in lysis buffer (1% NP-40, 1% Triton-X, 50 mM Tris-HCl, pH 8.0, 10 mM EDTA) supplemented with the protease inhibitor cocktail (Sigma) were subjected to SDS–polyacrylamide gel electrophoresis, transferred onto the polyvinylidene difluoride membranes (Millipore), and probed with either goat anti-Foxn1 antibody or rabbit anti-Calnexin antibody (Santa Cruz) and horseradish peroxidase conjugated secondary antibody. Signals were detected with ECL reagent (GE Healthcare) and detected with Image analysis system (Atto).

### Microarray analysis

Fetal thymic stromal cells were cultured in RTOC or 2D culture for 72 h. Total RNA was extracted using RNeasy Mini Kit (QIAGEN). Amplified complementary RNA was labelled using a Low Input QuickAmp Labelling Kit according to the manufacturer's protocol (Agilent Technologies), hybridized to a Whole Mouse Genome Microarray Kit (4 × 44 K; Agilent Technologies, AMADID 014868), washed, and scanned using a SureScan Microarray scanner (Agilent Technologies). Microarray data were analysed with Feature Extraction software (Agilent Technologies) and then imported into GeneSpring GX software (Agilent Technologies). Probes were normalized by quantile normalization among all microarray data.

### Mice

*β5t*-deficient mice were described previously^5^. All mouse experiments were performed with consent from the Animal Experimentation Committee of the University of Tokushima (#13116). Mutant mice were generated as previously described^25^. Briefly, zygotes from (C57BL/6xDBA/2)F1 mice were electroporated with 400 ng μl^−1^ Cas9 mRNA, 200 ng μl^−1^ sgRNA-β5t and 400 ng μl^−1^ single-strand oligodeoxynucleotide for base substitution (ssODN). Electroporated zygotes were transferred into the oviduct of pseudopregnant female mice, and the mutant mice were born on E19. Cas9 mRNA was synthesized using SalI-linearized pSP64TL-hCas9 and an *in vitro* RNA transcription kit (mMESSAGE mMACHINE SP6 Transcription Kit, Ambion), according to the manufacturer's instructions. A pair of oligo-DNAs targeting β5t (5′-AAACGCTTCTCCACAGCGTCCTCC-3′ and 5′-TAGGGGAGGACGCTGTGGAGAAGC-3′) was annealed and inserted into the BsaI site of pDR274 (Addgene) to produce pDR275-β5t. sgRNA-β5t was synthesized using the DraI-linearized pDR275-β5t as template and the MEGAshortscript T7 Transcription Kit (Ambion). 

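The 2 oligonucleotides are complementary over 20 bases and leave an overhang of 4 bases at the 5′ end of each. The guide they encode is GGAGGACGCTGTGGAGAAGC. Bases 2 to 12 of the guide, counted from 1 at its 5′ end, read GAGGACGCTGT, which holds the ACGC core of the Foxn1-binding motif at guide positions 6 to 9 and has 2 mismatches to the 11-bp consensus. The single-stranded donor oligonucleotide used with it is 81 bases long and matches the guide over its bases 34 to 53, where it reads GGAGGACACTATGGAGAAGC, followed by TGG, the kind of motif that Cas9 requires beside its target. Against the guide the donor carries 2 substitutions, G8A and G11A, counted from 1 at the 5′ end of the guide. G8A falls in the core. G11A falls outside the core, and the edited stretch GAGGACACTAT again has 2 mismatches to the consensus, because G11A removes a mismatch while G8A adds one. Fig. 3e draws both changes, on the complementary strand. The position of the site in the genome was not searched for here.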

Synthesized Cas9 mRNA and sgRNA were purified by phenol-chloroform-isoamyl alcohol extraction and isopropanol precipitation. The precipitated RNA was dissolved in Opti-MEM I (Life Technologies) at 2–4 μg μl^−1^, and stored at −20 °C until use. ssODN (5′-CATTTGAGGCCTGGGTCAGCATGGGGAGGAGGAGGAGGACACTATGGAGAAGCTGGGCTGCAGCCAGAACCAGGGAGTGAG-3′) was purchased from Sigma.

### Thymus section analysis

Frozen thymuses embedded in OCT compound (Sakura Finetek) were sliced into 5-μm-thick sections. Thymic sections stained with haematoxylin and eosin were examined under a light microscope. For immunofluorescence analysis, the thymuses were fixed in 4% (g/vol) paraformaldehyde and embedded in OCT compound. Frozen thymuses were sliced into 5-μm-thick sections and stained with anti-β5t antibody and UEA-1, followed by AlexaFluor633- and AlexaFluor546-conjugated secondary reagents, respectively. Images were analysed with a TSC SP8 confocal laser-scanning microscope (Leica).

### Flow cytometric analysis and isolation of TECs

For the analysis of TECs, minced thymuses were digested with 1 unit per ml Liberase (Roche) in the presence of 0.01% DNase I (Roche). Single-cell suspensions were stained for the expression of CD326 (EpCAM, BioLegend), CD45 (eBioscience), CD249 (Ly51, eBioscience), H-2K^b^ (BioLegend) and I-A^b^ (BioLegend), and for the reactivity with UEA-1 (Vector Laboratories). For the intracellular staining of β5t, surface-stained cells were fixed in 2% (g/vol) paraformaldehyde, permeabilized in 0.05% saponin, and stained with rabbit anti-β5t antibody followed by AlexaFluor488-conjugated anti-rabbit IgG antibody. For the isolation of TECs, CD45^−^ cells were enriched with magnetic bead conjugated anti-CD45 antibody (Miltenyi Biotec). For the analysis of thymocytes and splenocytes, cells were stained for the expression of CD4, CD8 and TCRβ (BioLegend). Multicolor flow cytometry and cell sorting were performed on FACSAriaII (BD Biosciences).

### Quantitative reverse transcription–PCR analysis

Total cellular RNA was reverse-transcribed with oligo-dT primers and SuperScript III reverse transcriptase (Invitrogen). Quantitative real-time PCR was performed using SYBR Premix Ex Taq (TaKaRa) and the StepOnePlus Real-Time PCR System (Applied Biosystems) and LightCycler Probes Master in a LightCycler 480 (Roche). The amplified products were confirmed to be single bands by gel electrophoresis and normalized to the amounts of Gapdh amplification products. The primers used were as follows: *β5t*, 5′-CTCTGTGGCTGGGACCACTC-3′ and 5′-TCCGCTCTCCCGAACGTGG-′; *Foxn1*, 5′-CTCGTCGTTTGTGCCTGAC-3′ and 5′-TGCCTCTTGTAGGGGTGGAAA-3′; *MHC I*, 5′-CAAGTATACTCACGCCACCC-3′ and 5′-CCCAGTAGACGGTCTTGG-3′; *MHC II*, 5′-GTACCAGTTCATGGGCGAG-3′ and 5′-CAGGATCTCCGGCTGGCTG-3′; *Gapdh*, 5′-TTGTCAGCAATGCATCCTGCAC-3′ and 5′-GAAGGCCATGCCAGTGAGCTTC-3′. For the experiments shown in Supplementary Fig. 3, we used the following primers: *β5*, 5′-GCTTCACGGAACCACCAC-3′ and 5′-CACCGTCTGGGAAGCAAT-3′; *β5t*, 5′-CCCAGACCATCCATTCACTT-3′ and 5′-GAAGGTTTGAGGGTCACAGC-3′; *Foxn1*, 5′-TGGTGCAATAAACTCCCTTACC-3′ and 5′-GGCTTGACCTTGACCTCTGA-3′; *Hey1*, 5′-CCATCGAGGTGGAAAAGGA-3′ and 5′-CTTCTCGATGATGCCTCTCC-3′; *Spatial*, 5′-AGCGAGTGACTCATATCCAAGTT-3′ and 5′-GAGCTGGAAAGAGGTGGTGA-3′; *G6PD*, 5′-GAAAGCAGAGTGAGCCCTTC-3′ and 5′-CATAGGAATTACGGGCAAAGA-3′.

### Statistical analysis

Statistical comparison was performed with the two-tailed Student's *t*-test using Prism 6 software (GraphPad).

### Data availability

Microarray data that support the findings of this study have been deposited in GEO with the primary accession code GSE84222. Genomic sequence data of β5t locus referenced in this study are available in NCBI with the accession code NC_000080.6. The data presented in this study are available from the authors upon reasonable request.

## Additional information

**How to cite this article:** Uddin, M. M. *et al*. Foxn1-β5t transcriptional axis controls CD8^+^ T-cell production in the thymus. *Nat. Commun.* **8**, 14419 doi: 10.1038/ncomms14419 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Table

Peer Review File

## Figures and Tables

**Figure 1:**
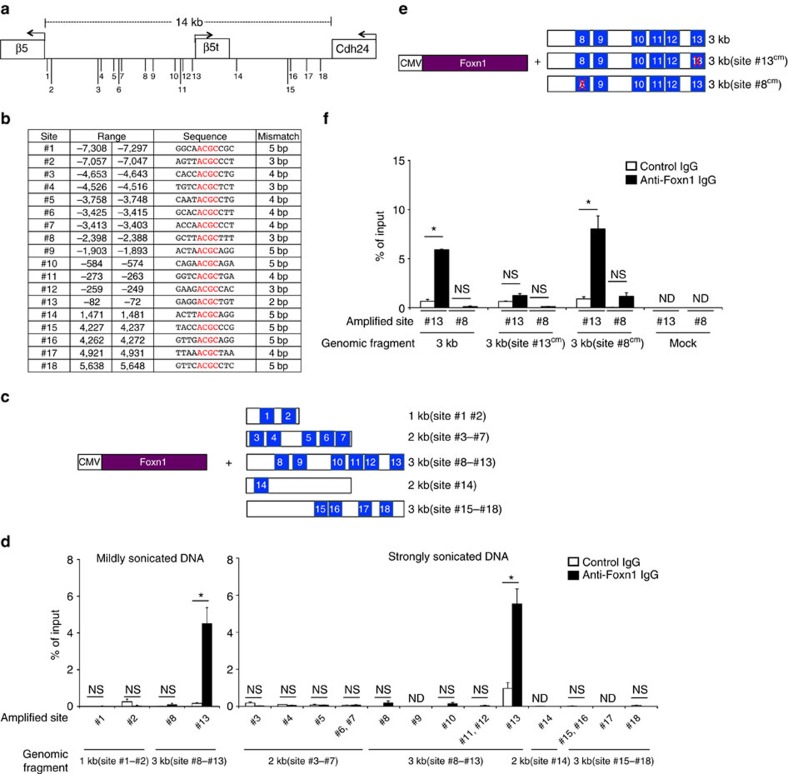
Foxn1 binds to β5t-proximal site #13. (**a**) Schematic diagram of the locations of 18 sites that contain the Foxn1-binding invariant core ACGC tetranucleotide within the 14-kb region proximal to β5t-encoding gene between two neighbouring genes in the mouse genome. Arrows indicate the orientation of the transcription. (**b**) Distances of the 18 sites from β5t translation initiation site are listed. The nucleotide sequences of those sites and their mismatches from the Foxn1-binding consensus 11-bp sequence previously reported^21^ are also listed. (**c**,**d**) HEK293T cells were transfected with a vector that expressed Foxn1 and a plasmid that contained mouse genomic DNA fragment proximal to β5t-encoding gene, as illustrated schematically (**c**). Forty-eight hours after the transfection, formaldehyde-fixed cell lysates that contained protein–DNA complexes were immunoprecipitated with either goat anti-Foxn1 antibody (filled bars) or control IgG (open bars) and PCR-amplified for the indicated candidate sites of the Foxn1-binding sequences. Graphs show the frequency of immunoprecipitated DNA in input DNA (mean±s.e.m., *n*=5), which was sonicated at mild or strong amplitude (**d**). *P<0.05; NS, not significant; ND, not detectable. (**e**,**f**) A plasmid that contained the 3 kb DNA fragment upstream of β5t-encoding gene or its variants mutating at the indicated site was used for immunoprecipitation (**e**). A control plasmid that contained no genomic DNA fragment was used where indicated (mock). Graphs show the frequency of immunoprecipitated DNA in input DNA (mean±s.e.m., *n*=3) (**f**). *P<0.05; NS, not significant; ND, not detectable. All statistical analyses were performed by student's *t*-test.

**Figure 2:**
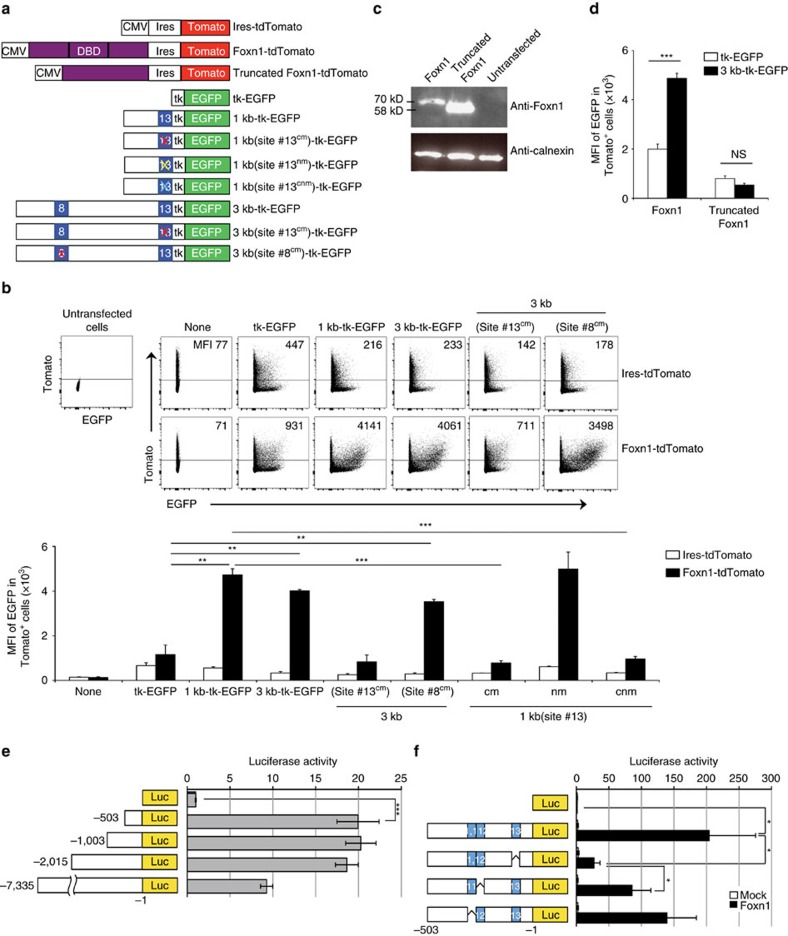
Foxn1 binding to site #13 enhances transcription of proximal gene. (**a**) HEK293T cells were transfected with a plasmid that co-expressed Foxn1 protein and tdTomato red fluorescence protein and a plasmid that contained the EGFP green fluorescence protein reporter sequence attached to the herpes simplex virus thymidine kinase gene promoter (HSV-tk) and a variety of the mouse genomic sequence 5′ to β5t-encoding gene as indicated. Site #13 cm, a point mutation in the core sequence of site #13; site #13 nm, a point mutation in the non-core sequence of site #13; site #13 cnm, a mutation in both core and non-core sequence of site #13. (**b**) Dot plots show the expression of Tomato and EGFP in propidium iodide (PI)-negative viable HEK293T cells co-transfected with indicated EGFP reporter vectors and ires-tdTomato-expressing plasmid (upper profiles) or Foxn1-ires-tdTomato plasmid (lower profiles). Numbers in dot plots indicate mean fluorescence intensity (MFI) of EGFP expression in tdTomato^+^ PI^-^ cells. Bar graphs show MFI (means±s.e.m., *n*=3) of EGFP expression in Tomato^+^ PI^-^ cells. **P<0.01; ***P<0.001. See also Supplementary Fig. 2a. (**c**) Immunoblot analysis of Foxn1 protein or mutant Foxn1 protein without the DNA-binding domain (DBD). Calnexin was examined as the loading control. (**d**) HEK293T cells were co-transfected with indicated plasmids. EGFP reporter expression was measured as in **b**. ***P<0.005; n.s., not significant. (**e**) HEK293T cells were transfected with a series of luciferase reporter constructs that contained indicated lengths of the *β5t* 5′ genomic region, together with a Foxn1-encoding plasmid. Histograms represent relative luciferase activity, where the activity without genomic sequences was set as 1. Means±s.d. (*n*=3) are shown. ***P<0.005. (**f**) Luciferase reporter constructs that lacked site #11, #12 or #13 were tested. Means±s.d. (*n*=3) are shown. *P<0.05. All statistical analyses were performed by student's *t*-test.

**Figure 3:**
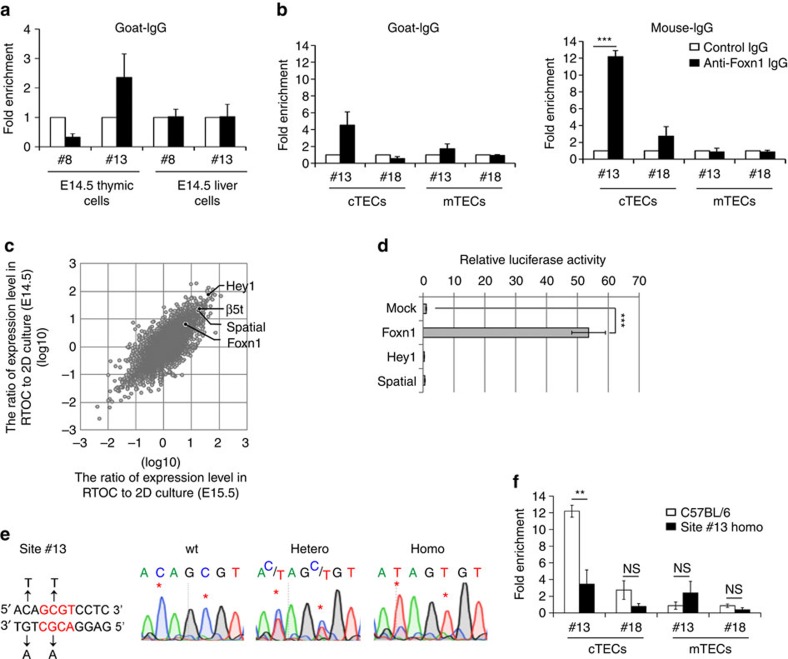
Generation of site #13 mutant mice. (**a**) Thymuses and livers isolated from E14.5 embryos were liberase-digested. Protein–DNA complexes were immunoprecipitated with goat anti-Foxn1 antibody (filled bars) or control IgG (open bars) and PCR-amplified for site #8 or site #13. Graph shows fold enrichment (means±s.e.m., *n*=9) of anti-Foxn1-precipitated signals normalized to the signals by control IgG. (**b**) CD45^−^CD326^+^UEA1^−^CD249^+^ cTECs and CD45^−^CD326^+^UEA1^+^CD249^−^ mTECs were isolated from 2-week-old C57BL/6 mice. Protein–DNA complexes were immunoprecipitated with anti-Foxn1 antibody (filled bars) or control IgG (open bars) and PCR-amplified for site #13 or site #18. Graph shows fold enrichment (means±s.e.m., *n*=3) of anti-Foxn1-precipitated signals normalized to the signals by control IgG. ***P<0.001. (**c**) Comparison of gene expression profiles between RTOC and 2D culture of thymic stromal cells from E14.5 and E15.5 mice by microarray analysis. Grey dots represent ratios (log scale) of gene expression levels (33,749 transcripts) in the two culture conditions. Longitudinal and horizontal axes show the ratios in E14.5 and E15.5 thymic stromal cells, respectively. (**d**) A plasmid encoding Foxn1, Hey1 or Spatial was transfected into HEK293T cells together with a firefly luciferase that contained the 7-kb β5t 5′-flanking region and a control plasmid encoding Renilla luciferase. Intensities of firefly and Renilla luciferase activities were measured 48 h after transfection. Histograms represent relative luciferase activity, where the activity in mock transfection was set as 1. All data are shown as means±s.d. (*n*=3). ***P<0.005. (**e**) Mutant mice carrying the mutation in site #13 proximal to β5t-encoding gene were generated by the CRISPR/Cas9-mediated genome editing technology. The 2-bp mutation at site #13 (left) was confirmed in wild-type (wt), heterozygous, and homozygous mutant mice (right). (**f**) cTECs and mTECs were isolated from 2-week-old site #13 homozygous mutant mice. Graph shows fold enrichment (means±s.e.m., *n*=3) of mouse monoclonal anti-Foxn1-precipitated signals normalized to the signals by control IgG (filled bars) and comparison to the value in TECs isolated from C57BL/6 mice (open bars) as shown in **b**. **P<0.01; NS, not significant. All statistical analyses were performed by student's *t*-test.

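Over the 23685 probes that were well above background in at least 1 channel of each array, the log2 ratios of RTOC over 2D culture in the E14.5 and E15.5 experiments had a Pearson correlation of 0.827. This is a correlation across probes, which are not independent replicates. The correlation was 0.740 over 41168 probes when dim probes were kept. The legend of Fig. 3c gives 33749 transcripts, which lies between these numbers of probes, and the text of the paper states no rule for it. On both arrays, 2565 probes were at least 2-fold higher in RTOC and 2215 at least 2-fold lower, and 59 changed at least 2-fold in opposite directions. By limma, 6820 probes had an adjusted p under 0.05, of which 3609 were higher and 3211 lower in RTOC. That count was the most dependent on the processing. It was 0 with dim probes kept, where 10666 probes had an unadjusted p under 0.05, and 3711 after normexp correction and loess. The methods' t-test, run unpaired on the channels, called 5387 probes at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment. The 5 probes with the highest mean log2 ratio among those past the limma threshold were those of Fgf14, Ccl25, Chrna9, Cyp2a5 and Cdh5. Cyp2a5 was well above background in 2D culture on 1 array only. Ccl25 was well above background in both cultures and had a mean log2 ratio of 6.96 ± 0.44 (SD, n = 2 arrays, adjusted p = 0.00161 from limma), although 2 further probes of the gene gave 4.34 and 0.78. Fgf14, Chrna9 and Cdh5 were not well above background in 2D culture and were at least 10.1-fold, 4.18-fold and 5.01-fold higher in RTOC. These bounds set the bright channel against the lowest signal well above background after normexp, loess and Aquantile normalization, and are open to dye bias. The 5 with the lowest were those of Ptgs2, Il6, Acta2, Col4a4 and Ppbp. Ptgs2, Il6 and Col4a4 were not well above background in RTOC and were at least 13.6-fold, 11.9-fold and 4.18-fold lower there than in 2D culture. Ppbp was at -6.36 ± 0.13 (SD, n = 2 arrays, adjusted p = 0.00161 from limma). The probe of Acta2 was at -6.93 ± 0.73, and 3 other probes of the gene fell less, with means from -4.16 to -2.29.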

**Figure 4:**
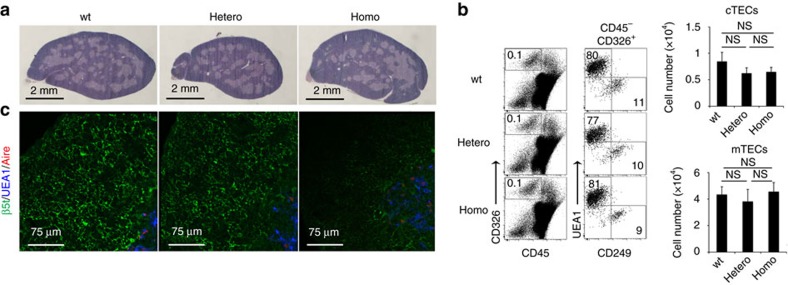
Diminished β5t expression in thymus of site #13 mutant mice. (**a**) Haematoxylin and eosin staining of thymic sections from 2-week-old mice. Representative data from three independent experiments are shown. Scale bar, 2 mm. (**b**) Flow cytometric analysis of liberase-digested thymic cells isolated from 2-week-old mice. Dot plots show CD326 and CD45 expression in total thymic cells (left), and UEA-1 reactivity and CD249 expression in CD45^−^CD326^+^-gated epithelial cells (middle). Bar graphs show cell number (means±s.e.m., *n*=4) of CD45^−^CD326^+^UEA1^−^CD249^+^ cTECs and CD45^−^CD326^+^UEA1^+^ CD249^−^ mTECs. NS, not significant. Statistical analyses were performed by student's *t*-test. (**c**) Immunofluorescence analysis of β5t (green), Aire (red) and UEA-1-binding molecules (blue) in thymic sections from 2-week-old mice. Representative data from three independent experiments are shown. Scale bar, 75 μm.

**Figure 5:**
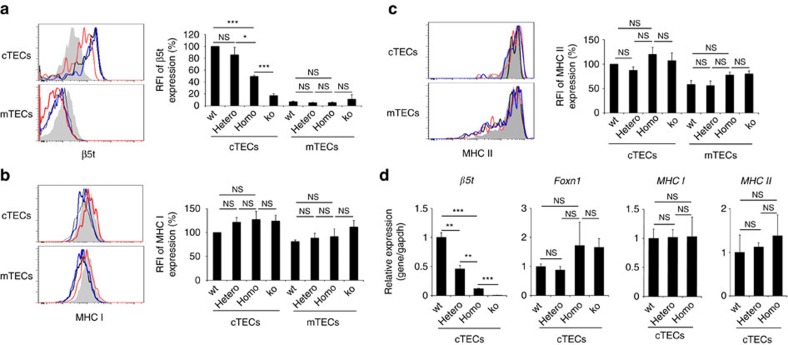
Diminished β5t expression in cTECs of site #13 mutant mice. (**a**–**c**) Histograms show the expression of β5t (**a**), MHC class I (**b**) and MHC class II (**c**) in cTECs and mTECs of wild-type (black lines), heterozygous mutant (blue lines), homozygous mutant (red lines) and *β5t*-deficient (grey shades) mice at 2 weeks old. Bar graphs show the relative fluorescence intensity (RFI, *n*=4) of β5t (**a**), MHC class I (**b**), and MHC class II (**c**) expression normalized to the mean fluorescence intensity measured in wild-type cells. *P<0.05; ***P<0.001; NS, not significant. See also Supplementary Fig. 2b. (**d**) Relative mRNA levels (means±s.e.m., *n*=3) of *β5t*, *Foxn1*, *MHC I* and *MHC II* in cTECs isolated from 2-week-old mice were measured by quantitative reverse transcription–PCR. mRNA levels were normalized to those of *Gapdh* mRNA levels and are shown relative to the levels in wild-type cTECs. **P<0.01; ***P<0.001. All statistical analyses were performed by student's *t*-test.

**Figure 6:**
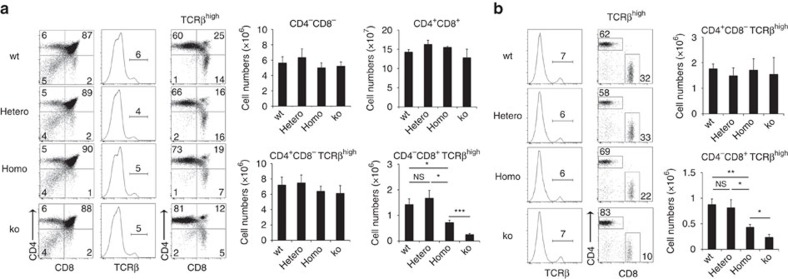
Defective CD8^+^ T cell production in site #13 mutant mice. (**a**) Flow cytometric analysis of thymocytes from 2-week-old mice. Shown are dot plots for CD8 and CD4 expression (left) and TCRβ expression (middle) in PI^-^ viable cells and dot plots for CD8 and CD4 expression in PI^-^ TCRβ^high^ cells (right). Bar graphs show cell numbers (means±s.e.m., *n*=4–6) of indicated thymocyte populations. (**b**) Flow cytometric analysis of splenocytes from 2-week-old mice. Histograms show TCRβ expression in PI^-^ viable cells. Dot plots show CD8 and CD4 expression in PI^-^ TCRβ^high^ cells. Bar graphs show numbers (means±s.e.m., *n*=4–6) of CD4^+^CD8^−^TCRβ^high^ T cells and CD4^−^CD8^+^TCRβ^high^ T cells. Numbers in dot plots and histograms indicate frequency of cells within indicated area. *P<0.05; **P<0.01; ***P<0.001; NS, not significant. Statistical analyses were performed by student's *t*-test. See also Supplementary Fig. 2c,d.

How the deposited data were processed for this re-analysis (not part of the article)

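The data are 2 microarrays on which RNA of mouse fetal thymic stromal cells grown for 72 h in reaggregation thymus organ culture (RTOC, Cy5) was hybridized together with RNA of the same kind of cells grown in 2D culture (Cy3). One array holds cells from E14.5 fetuses and the other cells from E15.5 fetuses. Conditions, dyes and stages were taken from the sample labels and the paper. No array has the dyes swapped, both arrays were on 1 slide and in 1 scan, and the arrays were treated as 2 replicates of a single comparison. Stage, time in organ culture and array cannot be told apart.

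The authors ran Feature Extraction on the scans, and the deposited scanner files hold for each spot the mean signal and local background as an intensity, and a processed signal, also an intensity, after background subtraction, detrending and dye normalization within the array. The deposited files also hold a log10 ratio of Cy5 over Cy3 with its error, and a p-value of that ratio from the error model of a single array; neither the p-value nor its threshold was used in a test here. The deposited table of series values is the log10 ratio of the processed signals of the same spots (largest difference 5e-10), so it is not quantile normalized between arrays. Feature Extraction set the log10 ratio to 0 at 10879 spots (E14.5) and 10531 spots (E15.5) at which the processed signals differ. The methods state that probes were quantile normalized among all microarray data in GeneSpring GX. The text of the paper names no test for the arrays and no rule by which the transcription factors were chosen. Its statistics section names the two-tailed Student's test for the study as a whole. Here that test was run unpaired on the channels, without the pairing within an array, and is called the methods' t-test.

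From the processed signals, control spots and spots marked as outliers (5 and 1) were left out, the 4 channels were quantile normalized, log2 of Cy5 over Cy3 was taken, and spots of the same probe were averaged. Of 41174 probes, 22944 were named through their RefSeq accession, 6664 through their symbol and 3108 through an older symbol in a table of the assembly GRCm38.p6, and 8458 matched none and kept the name in the files. They name 19504 genes. A probe was tested where at least 1 channel was well above background on each array, which left 23685 probes. The log2 ratio was tested against 0 with limma (lmFit with an intercept and eBayes), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. With 1 residual degree of freedom, the p-values rest on the spread shared over all probes. For a gene with several probes the probe with the highest mean intensity was used, and the others are given where they differ. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 14 lists and run on 13505 genes.

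Precision is limited by the number of arrays and by the signal over background. Well above background were 53.1% of the probes in 2D culture and 56.3% in RTOC on the E14.5 array, and 53.5% and 60.9% on the E15.5 array. The 144 probes printed at least 5 times and well above background in both channels of both arrays had a median SD between spots of 0.06 on each array. This was taken from the log ratio of Feature Extraction on the log2 scale, and does not cover dim probes. The slope of the observed on the expected log ratio of the spike-in controls was 0.850 (E14.5) and 0.842 (E15.5), so ratios are compressed. A probe not well above background in 1 culture on both arrays is given only as at least N-fold changed.

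The steps were tested on simulated data for RTOC over 2D culture, with the 23685 probes, spreads drawn from limma's fit and 20 simulations each. With 200 probes changed, limma recovered 98.1% of the probes changed by 4 on the log2 scale, 38.7% of those changed by 2 and 0.672% of those changed by 1. Of its calls 11.0% were false, above the nominal rate. With 1 residual degree of freedom the prior degrees of freedom came out at 5.52 in place of the simulated 4.50. They also came out too high, at 5.24, with 40% of the probes changed. Whether this raised the share of false calls was not tested. With 40% of the probes changed, 3.39% of the calls were false. The fit with no replicate block gave 4.90% and 3.07%. The simulated channels of an array shared no array effect, so these values cannot rank the 2 fits for arrays that pair their channels. The methods' t-test made a mean of 0.1 calls with 200 probes changed and of 3677 with 40% changed. Over 20 simulations of 14 lists of 20 genes with 1 list shifted by 1, camera called the shifted list 20 times and 0 of 260 unshifted lists, fry called it 5 times, and camera with an estimated correlation 0 times. The simulated genes were independent of each other. How camera at its preset correlation behaves on lists of correlated genes was therefore not tested.

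Alternatives set before the data were examined were normexp background correction (offset 50) followed by loess, by loess and Aquantile, or by median centring; the log ratios and the series values as deposited; no filter on dim probes; both channels of both arrays well above background; outlier-flagged spots kept; each array left out; no replicate block; eBayes with trend and robust fitting; the methods' t-test; a 3-fold threshold; Spearman correlation; fry and an estimated correlation for the lists; and the median over all probes of a gene. The second probes of Psmb11 and Tbata were added after the values were seen.

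The genes named were fixed before the data were examined: 21 genes that the paper names as expressed in, marking or serving as a control in thymic cells, the 5 probes with the largest mean log2 ratio in each direction among those past the adjusted threshold with the same sign on both arrays and a gene symbol, and the 5 transcription factor genes with the highest mean log2 ratio. A probe with a clone name that matched no symbol was passed over. No probe matched Gapdh, so 20 of the 21 genes have a probe. Some genes that meet the rule are not reported here. The transcription factors were 32 families defined by their gene symbols. The gene lists were also written before the data were examined. The search for ACGC core sites around the β5t gene was not run, because no genome sequence was used here. The supplementary figures were not used here. The versions were R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.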

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

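All tests of explanations in this part were chosen after the results were seen.

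On the E14.5 and E15.5 arrays 59 probes changed at least 2-fold in opposite directions, 24 of them higher in RTOC for E14.5 and lower for E15.5 and 35 the other way round. With 1 array for each stage the difference between the stages was not tested. Of the 59 probes, 30 were not well above background in at least 1 channel, and nothing more is said of them. The other 29 were well above background in both channels of both arrays. After normexp correction and loess, which shrinks ratios by construction, all 29 kept opposite signs and 5 of the 29 were still at least 2-fold changed both ways, so the sizes depend on how the background is treated. As a test of errors of single probes, another probe that shares no stretch of 15 bases was taken for each of the genes that had one. Of 6 such genes, 5 had the same opposite signs with the other probe, where 19.9% of all tested probes had opposite signs on the arrays. The 5 genes are Enc1, Frmd4a, Il13ra1, Itga8 and Limch1, named after their values were seen, and the exception is Spry2. Itga8 had log2 ratios of -1.55 and 1.34 for 1 probe and -1.84 and 1.47 for the other, in the order E14.5 and E15.5. An error of a single probe is argued against for these 5 genes and stays open for the others. The stage of the fetuses, the 8 or 9 days of organ culture and differences between preparations of cells stay open and were not tested.

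Among the transcription factor families, 11 genes that the paper does not discuss were raised in RTOC at least as much as Foxn1 on both arrays. Among them are Sox7, Klf15, Spic, Erg, Trp63, Elf5, Bcl6b, Tcf15, Nr2e3 and Sox18, most of which fall outside the rule for named genes and were listed after their values were seen. For 8 of the 11, the 2D channel was not well above background on at least 1 array, and their ratios are bounds or partly measured. For example, Elf5 was at least 2.11-fold and Tcf15 at least 1.27-fold higher in RTOC. Klf15 and Trp63 were measured in both channels of both arrays. After normexp correction and loess, 4 of the 11 were still at or above Foxn1 on both arrays, Klf15, Spic and Trp63 among them, and the others fell below it. That correction shrinks the ratios of dim probes by construction. For the genes that fell below, signals near the background and a rise as large as that of Foxn1 therefore cannot be told apart. Where a bound is given, as for Elf5 and Tcf15, some rise over 2D culture was measured, although the bounds are open to dye bias. Counts from a single array were higher, 21 genes at or above Foxn1 on the E14.5 array alone and 19 on the E15.5 array alone. Bias of single probes between the dyes stays open for the genes with 1 probe. Whether the genes rise within epithelial cells or come with other cells of the stroma cannot be read from RNA of the cultures as a whole.

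The smooth muscle and contractile list and the YAP and serum response list, genes outside those the paper discusses, were lower in RTOC than in 2D culture. The first had a median log2 ratio of -3.38 over 9 genes, 8 of them lower on both arrays (adjusted p = 1.82e-06 from limma's camera), and the second -2.78 over 13 genes, all lower on both arrays (adjusted p = 2.13e-08 from limma's camera). Neither shares a gene with another list, and neither passed under fry or with an estimated correlation. After normexp correction and loess the medians were -2.92 and -1.99. As a test of a smaller share of fibroblasts in RTOC, the fibroblast and mesenchyme list was examined, which that explanation requires to fall together. Its genes went both ways, with 7 of 21 higher in RTOC on both arrays, among them Lum at 4.55, Pdgfra at 2.84 and Dcn at 1.94, and 12 lower, down to Lox at -2.99. A smaller share of all fibroblasts alike as the whole cause is therefore argued against. A smaller share of only some kinds of fibroblast is not excluded, because such a list can then go both ways. As a test of dye bias of single probes, another probe that shares no stretch of 15 bases was taken for the 7 genes of the lists that had one, and all 7 were at least 2-fold lower in RTOC with it as well, with a median of -3.23, which argues against such bias as the whole cause. That cells in RTOC lack the stiff, flat surface of a dish may account for the fall, which is a hypothesis drawn from the same data and was not tested. The density of the cells and the shape of the culture differ between the same 2 channels and stay open.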

How the results depend on the processing

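The second probes of Psmb11 and Tbata are the only alternatives chosen after the values were seen. Psmb11, Foxn1, Hey1 and Tbata were higher in RTOC under every alternative, with mean log2 ratios of the brighter probe over both arrays from 3.72 to 3.98, 1.95 to 2.65, 5.31 to 5.78 and 3.80 to 4.29. The second probes depended more on the background, with 4.41 for Psmb11 and 3.18 for Tbata, and 2.93 and 2.16 after normexp and loess. They passed the adjusted limma threshold under every normalization tried, with outlier-flagged spots kept, with both channels required, with no replicate block and with trend and robust fitting. They did not pass without the filter on dim probes, where the ratios are 3.90, 2.65, 5.76 and 4.29 as before and each adjusted p was 0.117, the smallest of all 41168 probes. The prior degrees of freedom of limma fell from 4.50 to 0.941 there, and the cause was not tested. Nor did they pass by the methods' t-test after Benjamini-Hochberg adjustment, with adjusted p of 0.130, 0.146, 0.152 and 0.137 in the same order. With either array left out the ratios are single values with no test, from 3.76 to 4.05, 2.63 to 2.68, 5.42 to 6.10 and 4.26 to 4.32. The largest adjusted p of the 4 genes among the limma fits with the filter was 0.0193.

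Counts of probes past the limma threshold moved most. Against 6820 probes, 3609 higher and 3211 lower in RTOC, normexp correction with loess gave 3711, 2010 and 1701, and the same with Aquantile added, which leaves the log ratios as they are. Of the 3711 probes, 3300 were also among the 6820. Normexp with median centring gave 2904, 2219 and 685, so that 76.4% of the calls were higher in RTOC in place of 52.9%; it also moved the median of all genes from 0.00 to 0.14. With both channels of both arrays required it was 6077, 2843 and 3234, so that more calls were lower than higher and 46.8% were higher. With no filter on dim probes limma called 0 probes, 0 higher and 0 lower, with 10666 at an unadjusted p under 0.05. The methods' t-test called 0, 0 and 0 after adjustment and 5387 unadjusted. With no replicate block 4033 probes passed, 2220 higher and 1813 lower, all of them among the 6820. The array pairs the 2 channels by design, and without that block the call of none of the 4 genes changed. The counts with an array left out cannot be had, since no residual degree of freedom remains.

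The number of probes at least 2-fold higher on both arrays was 2565, and was 969 after normexp and loess, also with Aquantile, 1411 with median centring, 1544 with both channels of both arrays well above background and 1357 at 3-fold. The number at least 2-fold lower was 2215, and was 760 after normexp and loess, 499 with median centring, 1743 with both channels required, above the 1544 higher, and 1012 at 3-fold. Over a single array these numbers were 3434 to 4576 higher and 3011 to 3821 lower. The number changed in opposite directions was 59, and was 6 after normexp and loess, also with Aquantile, 8 with median centring, 173 with no filter, 29 with both channels required and 16 at 3-fold. It needs both arrays. The normexp offset of 50 shrinks ratios of dim spots by construction, and dim probes leave under the stricter filter. The correlation across probes was 0.827, and was 0.811 with median centring, 0.740 with no filter, 0.819 with both channels required and 0.788 as a Spearman correlation. The number of transcription factor genes at or above Foxn1 was 13, and was 10 after normexp with loess or with median centring, 5 with both channels required and 19 to 21 over a single array. Of the 10 after loess, 6 are among the 13 and 4 are not, among them Hes6, Irf8 and Pax1, named after their values were seen.

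Of the gene lists, the camera calls of the cortical thymic epithelium (4.08), endothelium (2.35), Notch response (1.84), macrophage and dendritic (0.99), thymocyte (1.00), general epithelium (-0.64), smooth muscle and contractile (-3.38) and YAP and serum response (-2.78) lists passed the threshold under neither fry, with a smallest adjusted p of 0.0554, nor an estimated correlation, with a smallest of 0.545. In 20 simulations of a list shifted by 1, fry called it 5 times and the estimated correlation 0 times. Larger shifts, such as those of the cortical, contractile and YAP lists, were not simulated, so for these lists the lost calls are left as they stand. The simulated genes were independent of each other. The simulation therefore cannot tell low power of fry and the estimated correlation from a preset correlation that is too low. With both channels required the endothelium list, at 1.36 (adjusted p = 0.148), the general epithelium list, at -0.64 (adjusted p = 0.0783), and the thymocyte list, at 0.11 (adjusted p = 0.520), were no longer called. Without the filter on dim probes the general epithelium list stood at -0.64 (adjusted p = 0.0825) and the thymocyte list at 0.41 (adjusted p = 0.0804). The thymocyte list was also lost after normexp and loess, with or without Aquantile, at 0.17 (adjusted p = 0.239), and with median centring, at 0.25 (adjusted p = 0.284). These adjusted p are from limma's camera, and the cause of the lost calls, those under fry and the estimated correlation included, was not tested. Over single arrays the medians ran from -0.88 to -0.24 for the general epithelium, -0.63 to 0.05 for the hypoxia response, 0.08 to 0.58 for the cell cycle, 0.37 to 0.87 for the interferon response, -0.90 to -0.23 for the BMP response, 0.19 to 1.27 for the medullary thymic epithelium, 1.9 to 2.03 for the Notch response, -3.40 to -3.22 for the contractile and 1.03 to 1.04 for the thymocyte list.

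In all, 326 alternative values were computed. None reversed the direction of a called result, 32 no longer passed the threshold and 47 moved. The other 247 kept their direction and side of the threshold, stayed within the spread or, for counts, stayed within a set ratio of the main count. Part of the 247 was fixed by construction. Aquantile repeats loess, the series values nearly repeat the deposited log ratios, and a gene's ratio on a single array always lies within the SD of both. The 247 are thus not independent checks. The search for ACGC core sites, with both of its alternatives, was not run, because no genome sequence was used here. What signal over background limits is the size of a ratio when a gene is dim in 1 culture.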

Differences from the paper's values

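Values in Fig. 3c were read by eye on its log10 axes, to the nearest 0.1, and a difference was counted when it exceeded both the SD between the arrays and 0.05, the reading error. The log10 ratio of β5t is about 1.4 in the paper's Fig. 3c for E14.5, where the brighter Psmb11 probe gave 1.22, and about 1.3 for E15.5, where it gave 1.13. Every alternative set before the data were examined that changes the values leaves both differences in place, with values from 1.18 to 1.23 for E14.5 and from 1.06 upwards for E15.5. The other Psmb11 probe, chosen after seeing the values, gave 1.31 for E15.5, within the reading error of the paper's value, and 1.35 for E14.5, which is still beyond it by a small margin. The ratios of Foxn1, Hey1 and Spatial read from the figure lie within these limits of the values after quantile normalization. After normexp with loess or with median centring, Foxn1 and Spatial at both stages and Hey1 for E14.5 fall outside them, as does the other probe of Tbata, chosen after seeing the values, at both stages.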

Other observations

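Of the tests in this part, those of the share of epithelial cells, of dye bias in the 4 genes and of intensity-dependent bias were set before the data were examined, and those of second probes, of different probes of a gene, of endothelial cells and of cortical cells were chosen after the results were seen.

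Other genes that the paper names in other experiments were measured on these arrays of cultured stromal cells. Dll4 was higher in RTOC than in 2D culture at a log2 ratio of 3.40 ± 0.25 (SD, n = 2 arrays), Enpep at 4.90 ± 0.09, Cd274 at 2.26 ± 0.19 and H2-Ab1 at 2.89 ± 0.47 with 3 further probes from 3.42 to 3.54, all with adjusted p from 0.00161 to 0.00392 by limma. After normexp and loess Dll4 stood at 1.70 and Enpep at 3.56. H2-K1 was at 0.72 ± 0.44 (adjusted p = 0.109 by limma) and its other probes were at 0.47 and 0.47. Epcam was at -0.70 ± 0.23 (adjusted p = 0.0957), Canx at -0.65 ± 0.30 (adjusted p = 0.122) with further probes at -0.82 and, past the threshold, at -1.29 (adjusted p = 0.0216), and Cd5 at -0.27 ± 0.22 (adjusted p = 0.472), all by limma, and Cd5 changed sign to 0.04 with median centring. Ptprc was at 1.88 ± 0.12 (adjusted p = 0.00609 by limma), with a dimmer probe at 1.23. Aire was not well above background in 2D culture and was at least 1.46-fold higher in RTOC. Cd4 and Cd8a were not tested, as they were not well above background in at least 1 channel on each array.

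The 4 genes of Fig. 3c may have risen in RTOC because it held a larger share of epithelial cells. The general epithelium list, which would then rise about as much as Foxn1 and Psmb11, had a median log2 ratio of -0.64 over 22 genes, 7 higher and 13 lower on both arrays (adjusted p = 0.0448 from limma's camera), and -0.53 after normexp and loess and -0.35 with median centring. The median differed between the arrays, at -0.24 on the E14.5 array alone and -0.88 on the E15.5 array alone. The camera call of this list was lost under fry and with an estimated correlation. Epcam fell by 0.70 and Cdh1 by 1.28, while Trp63, at 3.70, lay above Foxn1 and was the only gene of the list to do so. The abundant epithelial transcripts thus stayed far below the level that such a share would need. A change in which epithelial cells are present is left open by this test.

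The cortical thymic epithelium list had a median log2 ratio of 4.08, with 14 of 14 genes higher on both arrays, from Foxn1 at 2.65 to Ccl25 at 6.96 (adjusted p = 6.31e-11 from limma's camera). The list passed neither by fry (adjusted p = 0.0554) nor by camera with an estimated correlation (adjusted p = 0.545). Without Psmb11, the subject of the paper, and Foxn1 and Tbata, which it names from these arrays, the median of the other 11 was 4.26. So the rise that the paper describes for β5t is shared by the whole list, and 65 other genes rose at least as much as Psmb11, 36 of them well above background in both channels of both arrays. A larger share of cortical cells among the epithelial cells and a change of expression within them both predict this, and in RNA of the cultures as a whole they cannot be told apart. The medullary thymic epithelium list had a median of 0.97 but a mean of -0.12, with 7 genes higher and 5 lower of 13, and was not called (adjusted p = 0.920 from limma's camera).

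Dye bias was tested by probes of the same gene. Of the 127 genes whose brightest probe was at or above Foxn1 and that had another probe sharing no stretch of 15 bases with it, 93.7% had that probe at least 2-fold higher as well. For Psmb11 and Tbata the second probes were at least at 3.18, and after normexp and loess they were at 2.93 (Psmb11) and 2.16 (Tbata), so bias of a single probe as the whole cause is argued against for these genes. Foxn1 and Hey1 have 1 probe each and the dyes were not swapped, so for them dye bias and culture cannot be told apart on the arrays alone. The paper also reports a quantitative mRNA analysis of these transcription factors in Supplementary Fig. 3c, a measurement without array dyes, which was not used here. The correlation of 0.827 between the arrays could arise from bias that is repeated on both. It was 0.824 after normexp and loess within each array, which removes a trend with intensity, and different probes of the same gene correlated at 0.806 over 5208 genes, a correlation across genes. Both values argue against the bias in question as the whole cause.

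Hey1 rose more than any other gene of the Notch response list, whose median was 1.84 over 10 genes, 8 higher on both arrays (adjusted p = 0.00300 from limma's camera), and 1.32 without Hey1. Endothelial cells are a candidate source of Hey1. The endothelium list rose as well, with a median of 2.35 over 11 genes, 9 higher on both arrays (adjusted p = 0.000658 from limma's camera), and 0.81 after normexp and loess. The 6 genes well above background in both channels of both arrays had a median of 1.36, from Flt1 at -1.87 to Emcn at 3.87, and all 6 were below Hey1 on both arrays. That restriction leaves out genes that rose from below background in 2D culture, such as Cdh5, which was at least 5.01-fold higher in RTOC, and their true ratios are not known. A larger share of endothelial cells and the regulation of Hey1 therefore cannot be told apart. Neither the Notch response list nor the endothelium list passed under fry or with an estimated correlation.

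The macrophage and dendritic list was at 0.99 (adjusted p = 0.00465) and the thymocyte list at 1.00 over 8 of its 15 genes (adjusted p = 0.0333), both from limma's camera, although the lobes had been treated with deoxyguanosine. Neither list passed under fry or with an estimated correlation. In 2D culture Cd3d, Lat and Ptcra were not well above background on either array, nor Cd3g on the E15.5 array. The thymocyte median was 0.11 with both channels required (adjusted p = 0.520) and 0.17 after normexp and loess (adjusted p = 0.239), both by camera. A rise of thymocyte genes is therefore not established. The lists of cell cycle genes (0.27), interferon response (0.67), BMP response (-0.34), hypoxia response (-0.31) and fibroblast and mesenchyme (-0.65) were not called, with adjusted p of 0.205 or more from limma's camera. The median of the hypoxia response changed sign between the arrays, from -0.63 on the E14.5 array alone to 0.05 on the E15.5 array alone.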
